# Stagewise keratinocyte differentiation from human embryonic stem cells by defined signal transduction modulators

**DOI:** 10.7150/ijbs.44414

**Published:** 2020-02-21

**Authors:** Hui Zhong, Zhili Ren, Xiaoyan Wang, Kai Miao, Wenjun Ni, Ya Meng, Ligong Lu, Chunming Wang, Weiwei Liu, Chu-Xia Deng, Ren-He Xu, Guokai Chen

**Keywords:** human embryonic stem cells, keratinocyte differentiation, defined factors

## Abstract

Keratinocyte is the predominant cell type in the epidermis of skin, and it provides the protective barrier function for the body. Various signaling pathways have been implicated in keratinocyte differentiation in animal models; However, their temporal regulation and interactions are still to be explored in pluripotent stem cell models. In this report, we use human embryonic stem cells to demonstrate that epidermal ectoderm and subsequent keratinocyte cell fate can be determined step by step under the regulation of defined factors. The inhibition of TGFβ initiates ectodermal lineage differentiation, and the activation of BMP pathway drives epidermal *TP63* expression. Meanwhile, the timely activation of WNT pathway suppresses extraembryonic lineage, and promotes epidermal cell fate. With further specification by NOTCH inhibition, more than 90% of cells become TP63-positive stage Ⅱ keratinocytes. Finally, stage Ⅲ keratinocytes are produced under defined hypo-calcium keratinocyte culture conditions, and are further matured in mouse xenograft model. This study not only establishes an *in vitro* platform to study keratinocyte cell fate determination, but also provides an efficient protocol to produce keratinocytes for disease models and clinical applications.

## Introduction

The skin separates organisms from the external environment and provides an essential protective barrier for the individual. The human skin consists of three layers: epidermis, dermis and hypodermis. The epidermis is the surface layer of the skin, and more than 90% of epidermal cells are keratinocytes 1, 2. Keratinocytes form a highly specialized epithelial layer to protect the body from infection and the loss of water. Keratinocytes generated from human pluripotent stem cells (hPSCs) are very useful in basic research, disease models and wound healing. However, few current procedures explore the details of keratinocyte cell fate determination *in vitro.*

The induction of epidermal cell fate normally requires a stagewise differentiation of epiblast cells specified by various signaling pathways, as revealed by studies in multiple animal models, including zebrafish, xenopus, chicken and mouse 3-6. During embryogenesis, epiblast cells are induced to ectoderm-like progenitors by TGFβ/Nodal/Activin inhibition 7, 8. Subsequently, BMP and WNT signals jointly induce the epidermal lineage 7, 9, 10. Meanwhile, the inhibition of NOTCH and FGF pathways promotes the epidermal fates 11, 12, 13. The temporal regulation of the involved pathways has been shown to be crucial for the cell fate determination among neural crest, neural plate border and epidermal cell fates 4, 11. Throughout epidermal differentiation, keratinocyte gene expression is tightly controlled and programmed. The *TP53* homolog *TP63* is the first transcription factor specific for the epidermal lineage 14. TP63 is essential for epidermal proliferation and stratification. It encodes two isoforms: △Np63, expressed in the basal layer, and TAp63, which is more highly expressed in suprabasal cells 13. TP63 subsequently induces the expression of key keratinocyte genes, such as KRT14, KRT1 and KRT10, during keratinocyte differentiation 6.

Human embryonic stem cells (hESCs) have the potential to generate all cell types in our body, and they provide an ideal model system to study human embryogenesis 15. To generate keratinocytes from hESCs, people have used serum, retinoic acid or dual inhibition of TGFβ/BMP pathways to initiate ectoderm differentiation 16-18; BMP4, FGF inhibitor or NOTCH inhibitor is then used in different procedures to drive epidermal cell fate 13, 18, 19. In the end, low-calcium keratinocyte medium is always used to enrich and expand the derived keratinocytes. Most procedures use undefined conditions, which makes it difficult for researchers to appreciate the details of molecular regulation in the process.

Although all the current procedures could generate keratinocytes, there are still major issues to be addressed. Firstly, it is unclear how keratinocyte cell fate is determined stage by stage *in vitro*. Current studies focus on the analysis after the enrichment by keratinocyte media, and it is unknown whether the differentiation procedures are efficient to generate high purity, P63-positive keratinocyte before the enrichment. Secondly, the induction procedures often do not reflect the findings from animal models 14, 16, 20-24. For instance, WNT is essential for epidermis development in animal models; However, there is no report on how WNT could affect hESC differentiation toward keratinocytes 2, 4. Thirdly, there is no study to explore the interaction of multiple key pathways in keratinocyte induction from hESCs.

As discussed above, TGFβ, BMP, WNT and NOTCH pathways are essential for *in vivo* keratinocyte differentiation, but these pathways have also been implied in the differentiation of multiple other lineages (Figure S1A). For example, TGFβ inhibition, BMP activation and NOTCH inhibition can all induce extraembryonic lineage 25, 26, while WNT signaling drives both neural crest and mesodermal differentiation 27, 28. In order to promote stage Ⅲ keratinocyte differentiation, it is important to suppress the alternative cell fates that could be induced by these signals. We hypothesize that temporal and combinatory regulations of the key pathways are critical to efficiently induce epidermal and keratinocyte cell fates while suppressing differentiation toward neural, extraembryonic and other lineages. We try to develop a defined differentiation procedure in a stagewise manner based on knowledge of *in vivo* studies. In this report, we examined the roles of key signaling pathways at each stage of epidermal differentiation and established a keratinocyte differentiation procedure under defined conditions (Figure S1B). We demonstrated that TGFβ inhibition initiated ectoderm differentiation, and dual activation of BMP and WNT pathways drove epidermal specification. We also showed that NOTCH inhibition and hypo-calcium conditions promoted further keratinocyte maturation. Through stepwise modulation of specific pathways, we were able to effectively generate stage Ⅱ and stage Ⅲ keratinocytes from hESCs and human induced pluripotent stem cells (hiPSCs). This study provides a novel research platform for people to study epidermal differentiation and to develop related applications.

## Materials and Methods

### Human ESC culture

Human ESCs (H1 and H9) and iPSCs (ND1-4, NL-1, NL-4) were used in this study. H1 was the main cell line used in keratinocyte differentiation study, and the keratinocyte differentiation protocol was confirmed by H9, ND1-4, NL-1, and NL-4. All the cell lines were maintained in E8 medium (Chen et al., 2011) on Matrigel-coated plates (Corning 354230). Cells were passaged every 3-4 days using EDTA method (Liu and Chen, 2014) in the presence of ROCK inhibitor (Y27632, 5µM). The ROCK inhibitor was removed the next day, and the medium changed daily.

### Keratinocyte differentiation in monolayer

Human PSCs were cultured as above until 30% confluence, then switched to differentiation medium (DMEM/F12, L-ascorbic acid, selenium, transferrin, insulin, 1x chemically defined lipid concentrate. From Day 0 to Day 8, cells were cultured in differentiation medium with the following treatments: Day 0-6, 10 µM SB431542; Day 1-6, 5 µM CHIR99021; Day 1-8, 10 ng/ml BMP4 (R&D 314-BP-01M); Day 4-8, 5 µM DAPT (Tocris 2634). From Day 9 to Day 11, the medium was changed to low-calcium differentiation medium (containing 0.06 mM calcium) supplemented with BMP4/DAPT/EGF (10 ng/ml). The resulting stage Ⅲ keratinocyte were then maintained in low-calcium differentiation medium supplemented with 0.7% BSA (Sigma, A7030), 2.4 ng/ml adenine (Sigma, A8626-100G), 0.4 µg/ml hydrocortisone (Sigma, H0888-1G), 5 µg/ml NKH477 (Tocris, 1603), 10 ng/ml EGF (Rasmussen et al., 2013). Components of the low-calcium differentiation medium: DMEM/F12 (-Calcium) (Sigma, D9785), 28.64 mg/L magnesium chloride (Sigma, M4880), 28.84 mg/L magnesium sulfate (Sigma, M2643), 1200 mg/L sodium bicarbonate (Sigma, S5761), 7.5 mg/L L-Glutamine (Sigma, G5792), 59.05 mg/L L-Leucine (Sigma, L8912), 91.25 mg/L L-Lysine monohydrochloride (Sigma, L8662), 17.24 mg/L L-Methionine (Sigma, M5308), and calcium chloride (Sigma, C5670) supplemented at designated concentrations. Working concentrations of treatments tested but not included in the final procedure: FGF2, 20 ng/ml; PD0325901, 25 nM; SU-5402, 10 μM (TOCRIS, 3300). The concentrations of chemicals and growth factors used in all experiments are the same as above unless otherwise specified.

### Real Time Polymerase Chain Reaction

RNA was purified using RNAiso Plus reagent (Takara #9109) according to manufacturer's protocol. Reverse transcription was carried out using High-Capacity cDNA Reverse Transcription Kit from Applied Biosystems (4368814). Real‐time PCR was performed using Takara SYBR® Premix Ex Taq™ II on Applied Biosystems QuantStudio 7 Flex Real-time PCR System and the data were normalized to GAPDH or TBP expression. Primers used were listed in supplemental table S2.

### Immunostaining

Cells were fixed in 4% paraformaldehyde for 20 min, washed with PBS, and permeabilized in 0.5% Triton X-100/PBS for 10 minutes. After blocking with 3% BSA/PBS for 1h, cells were incubated with primary antibodies overnight in 4℃. Cells were then washed in PBS, incubated with the secondary antibodies for 1 hour and washed with PBS three times. Hoechst 33258 (Molecular Probes H1398) was used for nuclei staining (10min). The following primary antibodies were used: anti-TP63 antibody (BA1887, Boster); Cytokeratin 14 (sc-58724, Santa Cruz); Cytokeratin 1 (sc-65999, Santa Cruz); Cytokeratin 10 (sc-23877, Santa Cruz); Involucrin (sc-21748, Santa Cruz); Filaggrin (sc-30229, Santa Cruz); KRT18 (sc-6259, Santa Cruz).

### Flow Cytometry Analysis

Cells were dissociated into single cells by TrypLE Select enzyme (Thermo Fisher Scientific) treatment, washed in PBS, and then fixed by 4% paraformaldehyde (PFA) for 20 minutes at room temperature. Fixed cells were washed with PBS and permeabilized in 0.5% Triton X-100/PBS for 10 minutes. After washes in PBS, cells were blocked in 3 % bovine serum albumin (BSA/PBS) for 1 hour and incubated with primary antibodies overnight in 4℃. After washing in PBS for 3x 5 minutes, cells were incubated with secondary antibodies for 30 minutes at room temperature, washed twice, and suspended in PBS for flow cytometry analysis using BD Accuri™ C6 Cytometer. Primary antibodies used: Cytokeratin 14; Cytokeratin 1.

### IncuCyte Zoom Live-Cell Imaging

Cell proliferation was measured with the IncuCyte Zoom Live-Cell Imaging System (Essen Bioscience). Cells were seeded in a Matrigel coated 6-well plate at 10^5^ cells per well, and nine images were captured in each well every 2 hours over a 4-day period. Proliferation was determined by calculating the total area occupied by cells (% confluence), and the starting confluence was around 16%.

### Microarray analysis

Total RNA was extracted from collected cell samples (RNAiso Plus reagent, Takara #9109) and further purified (RNAeasy mini kit, QIAGEN). cRNA was produced using the TargetAmpTM-Nano Labeling Kit. cRNA samples were hybridized onto microarrays using the HumanHT-12 v4 Expression BeadChip Kit (Illumina) and the arrays were scanned on an iScanner (Illumina).

The microarray data was pre-processed via the arrayanalysis.org webportal (www.arrayanalysis.org) and the on-line Illumina pre-processing pipeline was used. Briefly, box plot and PCA plot were used to inspect the data quality. Background correction and quantile normalization were applied to the raw data. Then the log2 transformation was employed as the variance stabilizing strategy. Heatmaps were drawn with the R package (pheatmap) to show the expression patterns. For the global gene expression, hierarchical clustering was applied to both axes using euclidean metric for similarity and complete linkage clustering for row clustering and single linkage clustering for column clustering. The GEO accession number for the microarrays data reported in this paper is GSE144241.

### Mouse excisional wound model and keratinocyte transplantation

All the animal experiments were conducted under an animal use protocol approved by the University of Macau Sub-panel on Animal Research Ethics. NOD SCID mice (6-8 weeks old; male; body weight 20-23 g; n=10) were obtained from the animal facility of University of Macau.

After anesthesia, hair was removed from the dorsal surface of NOD SCID mice, and an 8-mm punch was used to mark the edge of wounded skin. The full thickness skin flap was elevated with scissors. A GFP-labeled H1 cell line was generated by constitutively expressing a GFP construct at the AAVS1 site (Mali et al., 2013; Qian et al., 2014), (donor plasmid AAVS1-CAG-hrGFP, Plasmid#52344, Addgene; Cas9 plasmid px330-U6-Chimeric_BB-CBh-hSpCas9, Plasmid#42230). The GFP-labeled cells were then differentiated to keratinocytes according to our differentiation protocol. After 20 days of differentiation, 0.7x106 cells were mixed with matrigel and injected into the skin flap. Additional 0.3x106 cells were mixed with matrigel and topically applied onto the wound bed. After transplantation, the skin flap was returned and sutured to prevent cell loss. Seven days after the surgery, the animals were sacrificed, and the skin was removed and perfused with 4% paraformaldehyde for immunostaining and H&E staining.

### 3D organotypic culture

Three-dimensional culture of hESC-derived keratinocytes were carried out according to published procedures 29. Briefly, human foreskin fibroblasts were embedded in a collagen matrix and cultured on 3.0µm polycarbonate membrane inserts for 7 days to form dermal equivalents. Keratinocytes derived from hESCs were collected on day 20 of differentiation and seeded on the collagen lattice. Air-lift was performed after one week, and the keratinocytes were further cultured for two weeks at the air-liquid interface before collection for immunohistochemistry analysis.

### Statistical analysis

All data are presented as the mean± SD of three or more independent experiments unless otherwise specified.

Statistical significance was determined by two-tailed Student's t-test. P < 0.05 was considered statistically significant.

## Results

### Primitive ectoderm cell fate determination through TGFβ inhibition

In order to generate keratinocytes for disease models and potential therapeutic applications, we tried to establish an *in vitro* keratinocyte differentiation platform in defined medium. Based on the knowledge from animal models, we systematically analyzed the impact of key pathways at each developmental stage in keratinocyte cell fate determination. We identified TGFβ, BMP4, WNT, NOTCH and calcium level as the main players in the differentiation, and they need to be temporally modulated to achieve optimal keratinocyte derivation (Figure 1A). The details of protocol development are elaborated below.

First, we examined whether TGFβ inhibition could induce primitive ectoderm from hESCs, which has the potential to become neuroectoderm and surface ectoderm. ALK5 inhibitor SB431542 was reported to inhibit TGFβ/Activin/Nodal pathway in ectodermal initiation in mouse model 7. We tested this treatment in a 6-day time course, and examined the emergence of lineage-specific marker genes from day 1 to day 6. Under TGFβ inhibition, the pluripotency marker *NANOG* decreased significantly in one day, while all ectodermal and extraembryonic makers emerged in six days (*TP63*, epidermis marker; *PAX3*, neural crest; *SIX1*, placode; *PAX6*, neural; *CGB* gene family, extraembryonic) (Figure 1B). It suggests that TGFβ inhibition initiates differentiation and induces all ectodermal lineages, and a 6-day time frame could be used to evaluate the emergence of surface ectoderm and epidermal lineages.

We then evaluated whether the duration of TGFβ inhibition could affect ectodermal differentiation in a set of pulse-release treatments. hESCs were first exposed to TGFβ inhibition for different periods of time, and then allowed to differentiate without the inhibition till day 6. We found that one day of TGFβ inhibition was sufficient for the emergence of epidermal, placode and extraembryonic lineages, but neural and neural crest lineage markers required more than five days of TGFβ inhibition (Figure 1C). We also noticed that the extended TGFβ inhibition by itself relatively suppressed epidermal lineage, while increasing the differentiation toward other lineages (Figure 1C). It suggests that primitive ectoderm differentiation is triggered after one day of TGFβ inhibition, and additional modulation is probably needed to boost epidermal differentiation and suppress other lineages. Based on other data discussed later in the manuscript (Figure 2), we chose to use 6-day SB treatment to optimize surface ectodermal differentiation, and various treatments were applied to cells on day one or later.

### Epidermal specification through BMP and WNT activation

BMP4 is widely used in epidermal differentiation, and we tested its effect in combination with continuous TGFβ inhibition. BMP4 significantly enhanced the expression of epidermal marker *TP63* and suppressed neural lineage marker *PAX6*, while elevating the expression of extraembryonic gene *CGB* (Figure 1D). This result suggests that BMP4 along with SB431542 drove not only epidermal but also extraembryonic differentiation. In order to generate epidermal specific lineage, additional factor is needed to suppress the extraembryonic lineage.

In order to identify the factors that could suppress extraembryonic lineage, we screened various pathway modulators in the presence of BMP4 and SB431542. We found that WNT activator CHIR99021 significantly inhibited extraembryonic marker *CGB*, while increasing epidermal marker *TP63* expression (Figure 1E). In contrast, WNT inhibitor IWR-1 suppressed epidermal lineage and increased extraembryonic differentiation (Figure 1E). CHIR99021 alone or along with BMP4 further suppressed the expression of neural marker *PAX6*, and CHIR99021 alone inhibits *TP63* expression when BMP4 was not added (Figure S1C and S1E). These data indicate that WNT activation is important for epidermal lineage differentiation, which is consistent with the findings in animal models 4, 11.We also checked the effect of FGF/MEK/ERK signaling pathway modulators on keratinocyte differentiation, including MEK/ERK inhibitor PD0325901, FGF2 and FGF receptor antagonist SU-5402. These treatments showed some beneficial effects under specific settings, but not as strong compared to BMP4 or CHIR99021 in *TP63* induction (Figure S1D-E).

### Optimization of temporal treatments in early epidermal differentiation

The temporal regulation by growth factors is critical for efficient cell fate determination 30. We optimized the temporal treatments for epidermal ectoderm differentiation by SB431542, BMP4 and CHIR99021. In a 6-day time course, the best *TP63* expression was observed with one day of SB431542 single treatment before tri-reagent treatment with SB431542, BMP4 and CHIR99021 (Figure 2A). Although prolonged treatment with SB431542 alone suppressed epidermal lineage (Figure 1B), we found that extended SB431542 exposure was beneficial to *TP63* expression in the presence of BMP4 and CHIR99021 (Figure 2B). These findings suggest that early TGFβ inhibition along with CHIR99021 and BMP4 directs the differentiation toward epidermal ectoderm lineage.

Besides the temporal regulation of TGFβ, the duration of BMP4 and WNT activation are also important for *TP63* expression. In the presence of SB431542 and CHIR99021, extended BMP4 exposure led to consistent *TP63* expression (Figure 2C). Higher dose of BMP4 was also beneficial to *TP63* expression (Figure S2A). We also found that *TP63* expression was decreased by extended WNT activation in the presence of SB431542 and BMP4 (Figure 2D). When the dose of WNT activator was decreased, *TP63* was further elevated at the expense of increased extraembryonic marker CGB expression (Figure S2B). These results indicate that BMP and WNT signaling promote epidermal differentiation, but additional modulators may be necessary to overcome the WNT effect to drive neural crest cell fate^31^.

### NOTCH inhibition improves stage II keratinocyte differentiation

NOTCH inhibitor DAPT is reported to increase *TP63* expression in epidermal differentiation 13, and it is also an inducer for extraembryonic lineage 26. We demonstrated that *TP63* expression was increased by DAPT treatment from day 4 to day 6 (Figure 2E). Continued WNT activation was required at this stage, as DAPT treatment without CHIR99021 led to increase of both *TP63* and *CGB* expression without affecting neural and neural crest markers (Figure S2C). Adding CHIR99021 from day 4 to 6 helped suppress *CGB* and *PAX6* while maintaining *TP63* expression (Figure 2F and S2D). These results suggest that NOTCH inhibition is beneficial for the transition from primitive ectoderm to stage Ⅱ keratinocytes, but concomitant WNT activity is necessary to suppress extraembryonic and neural cell fates.

### Optimization of stage III keratinocyte differentiation

After the first 6 days of differentiation, additional treatment is necessary to promote the transition to stage Ⅲ keratinocytes. Continuous exposure to BMP4 and DAPT further increased *TP63* expression (Figure 3A). Addition of CHIR99021 or a combination of SB431542 and CHIR99021 was not beneficial to *TP63* expression between day 6 and day 8 (Figure 3A and S3A). Based on these observations, BMP4 and DAPT were used to drive keratinocyte maturation after day 6 without further CHIR99021 or SB431542 treatment. Immunostaining showed that more than 70% of cells were TP63-positive after 8 days of differentiation (Figure 3B and S3F).

Even though *TP63* was highly expressed at day 8, key keratinocyte marker *KRT14* level was still low by day 8 (Figure S3A). Epidermal growth factor (EGF) is a common factor in keratinocyte media 32, and we included EGF after day 8 in our protocol.

Low calcium concentration was reported to enhance keratinocyte differentiation 33, 34. We examined the effect of calcium on keratinocyte differentiation after day 8, because premature exposure led to inconsistent cell survival (data not shown). We observed that decreasing calcium to 0.06mM significantly increased *TP63* and *KRT14* expression (Figure 3C and S3B). We further evaluated the keratinocyte differentiation by immunostaining and FACS analysis. More than 80% of cells were TP63 positive, and KRT14 expression became detectable on day 11. The expression of TP63 and KRT14 were visibly higher in day 11 cells than those on day 8, which is consistent with the FACS results (Figure 3D-F and Figure S3D). E-cadherin, an essential regulator of keratinocyte organization 35, was also detectable at the periphery of cells on D8 (Figure S3C). These data suggest that stage Ⅲ keratinocytes were derived, but further maturation was necessary.

### Keratinocyte derivation in defined conditions

Based on the above findings, we were able to differentiate hESCs to keratinocyte lineage, and we then cultured the cells further in a defined medium that was formulated according to previous reports by others 36. Finally, we established a procedure to differentiate hESCs toward keratinocytes through multiple stages (Figure 4A). In the process, we observed significant changes in the cellular morphology (Figure 4B). The epidermal marker gene expression changes were consistent with differentiation stages (Figure 4C). After the cells were differentiated for more than 20 days, most cells expressed keratinocyte markers, including TP63, KRT14, KRT10 and KRT1 (Figure 4D and S4D). This observation was consistent with flow cytometry results that >95% of the cells were positive for KRT14 and > 85% of cells express maturation marker KRT1 (Figure 4E). This differentiation process can also be carried out in fully chemically defined culture conditions, in the absence of Matrigel and albumin. We showed that keratinocytes were generated on recombinant vitronectin-coated surface (Figure S4A), and in albumin-free conditions (Figure S4B). The keratinocytes generated have high expansion capacity (Figure S4C) and can be passaged 8-10 times *in vitro*.

The keratinocyte differentiation procedure was then applied to multiple hPSC lines, including hESC (H1, H9) and hiPSC (NL-1, NL-4, ND1-4) lines. Most cell lines showed positive expression of keratinocyte genes, and the levels were comparable to the immortalized keratinocyte cell line HaCaT and primary human keratinocyte cell lines (Figure 4F). We also noticed that different cell lines vary in the level of marker gene expression. It indicates that the protocol probably needs to be tweaked to fit the differentiation needs of specific cell lines.

### Gene Expression in Keratinocyte Differentiation

Keratinocyte gene expression *in vivo* is tightly controlled during embryogenesis 12. We examined how the global gene expression is temporally regulated on the *in vitro* platform. 

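RNA from H1 cells, an established line of human embryonic stem cells, was measured on Illumina HumanHT-12 v4 BeadChip arrays at 7 time points of keratinocyte differentiation (Days 0, 1, 4, 6, 8, 11 and 26), with 1 array per time point. Day 0 is the undifferentiated culture, kept in E8 medium, and the cells were then switched to differentiation medium. The TGFβ receptor inhibitor SB431542 (10 µM) was given from Day 0 to Day 6, the WNT activator CHIR99021 (5 µM) from Day 1 to Day 6, BMP4 (10 ng/ml) from Day 1 to Day 11 and the NOTCH inhibitor DAPT (5 µM) from Day 4 to Day 11. EGF (10 ng/ml) in low-calcium medium was present in the Day 11 and Day 26 cultures, and the Day 26 medium also held hydrocortisone, a glucocorticoid, and NKH477, an activator of adenylyl cyclase. The authors deposited the mean bead signal of each probe as a linear intensity with its detection p-value, and a second table of log2 values made by background correction and quantile normalization. The values below start from the linear intensities. Background was modelled from the detection p-values and removed, 16 was added, and the arrays were quantile normalized and put on the log2 scale with limma's neqc. The added 16 makes the folds of dim genes smaller than those of the cells' RNA. Between 15038 probes (Day 26) and 17094 probes (Day 11) of 47318 were detected at a detection p under 0.01. The median signal lay between 124.2 and 135.6, and the modelled background mean between 115.45 and 124.34 with an SD between 9.38 and 11.7, so most probes were close to background. A gene was represented by its brightest probe, and 12612 of 20045 genes were detected on at least 1 array. As there are no replicates, no test across genes was made and no error can be given, so a gene is called higher or lower only when it was at least 2-fold from Day 0. Where a gene was not detected on the dimmer array, its fold is written as at least N-fold. Such a bound sets the brighter array against the higher of the dim probe's own value and the lowest value among the probes detected on that array (log2 5.36 to 5.66). The gene lists, the comparisons and the rule for naming genes were set before the data were examined.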

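The number of genes at least 2-fold from Day 0 was larger on each later array, and the largest step between neighbouring arrays was from Day 8 to Day 11, with 1380 genes at least 2-fold higher and 1112 lower. On Day 1, 141 genes were higher and 215 lower than on Day 0, together 2.82% of the detected genes. The counts were 831 and 862 on Day 4, 1429 and 1475 on Day 6, 1686 and 1575 on Day 8, 1894 and 1792 on Day 11, and 1937 and 2029 on Day 26, or 31.45% of the detected genes (1705 and 1610 with undetected values at their bound). On Day 1, the largest increase was OLIG3, a transcription factor gene of the dorsal neural tube (at least 12.4-fold), followed by CYP26A1, whose enzyme degrades retinoic acid (10.8-fold). From Day 1 to Day 4, MSX1, a homeobox gene that responds to BMP, was at least 219-fold higher, and WLS, needed for WNT secretion, at least 94.6-fold higher, while the eye field gene SIX6 was at least 34.5-fold lower. From Day 4 to Day 6, AMBN was at least 37-fold higher and FST, which encodes the activin antagonist follistatin, was 42.8-fold lower. On Day 6, 6 of 10 spliceosomal small nuclear RNAs, 4 of them near-identical U1 copies, were at least 2-fold above the mean of Days 4 and 8, and 4 of the 5 largest increases in that step were such RNAs (RNVU1-7, 57.5-fold). Without small nuclear RNAs 1421 genes were higher on Day 6. From Day 6 to Day 8, SCRG1 (17.4-fold) and DLK1 (16.1-fold) were higher. From Day 8 to Day 11, the matrix metalloproteinase gene MMP9 was 147-fold higher, PTGS2 at least 49.2-fold and the matrix gene THBS1 at least 47.3-fold, and GDF10 was at least 25.4-fold lower. From Day 11 to Day 26, the mesodermal transcription factor gene OSR1 was at least 83.9-fold higher and the basement membrane gene NID2 at least 43-fold, whereas the neuronal gene PRPH was at least 17-fold lower and the epithelial gene EPCAM 30-fold lower. Over all probes, the Euclidean distance was 69.7 between Days 0 and 1 and 89.1 between Days 6 and 8. It was 116.1 between Days 1 and 4, 131.5 between Days 8 and 11, 125.2 between Days 11 and 26 and 186.0 between Days 0 and 26. Each of the 7 arrays had an adjacent time point as its nearest array. The order of the days had the shortest summed distance of all 2520 orders (631.1, next 631.8; exact permutation p = 0.0004, the smallest these orders can give). A tree with single linkage joined Days 0 and 1, then Days 6 and 8, then Day 4 to Days 6 and 8, then these 5 arrays, and Days 11 and 26 as a separate pair. These are the 5 groups drawn in Fig. 5A, and complete linkage gave the same groups. On simulated arrays with an assumed noise SD of 0.15 on the log2 scale, 2.81% of unchanged detected probes passed the 2-fold rule, the same share as that of the genes called on Day 1 (2.82%). The simulated rate is per probe and not per gene, and the noise of the arrays themselves was not measured. When arrays were scaled by their medians alone, the median log2 difference of all genes from Day 0 was −0.279 on Day 6, −0.253 on Day 8, −0.135 on Day 11 and −0.253 on Day 26 (between −0.032 and 0.015 on these days with quantile normalization), and the share of changed genes that were higher dropped from 39.6% to 28.3% on Day 1, from 49.2% to 26.1% on Day 6, from 51.7% to 30.0% on Day 8 and from 48.8% to 34.3% on Day 26.

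**Figure D1:**
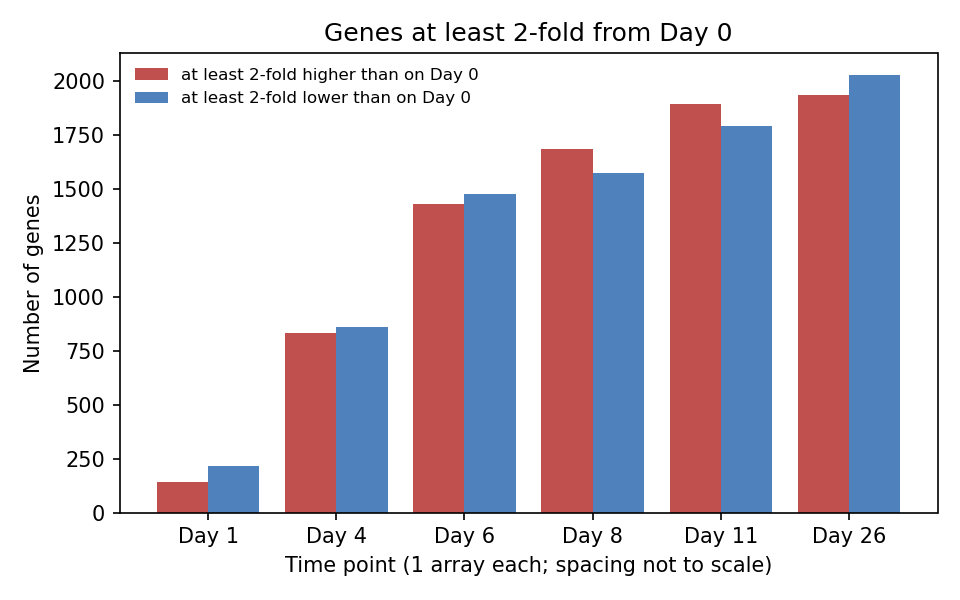
Number of genes at least 2-fold higher (red bars) or lower (blue bars) than on Day 0 on each later array, 1 array per day. The total is larger on each later array, from 356 genes on Day 1 to 3966 on Day 26.

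**Figure D2:**
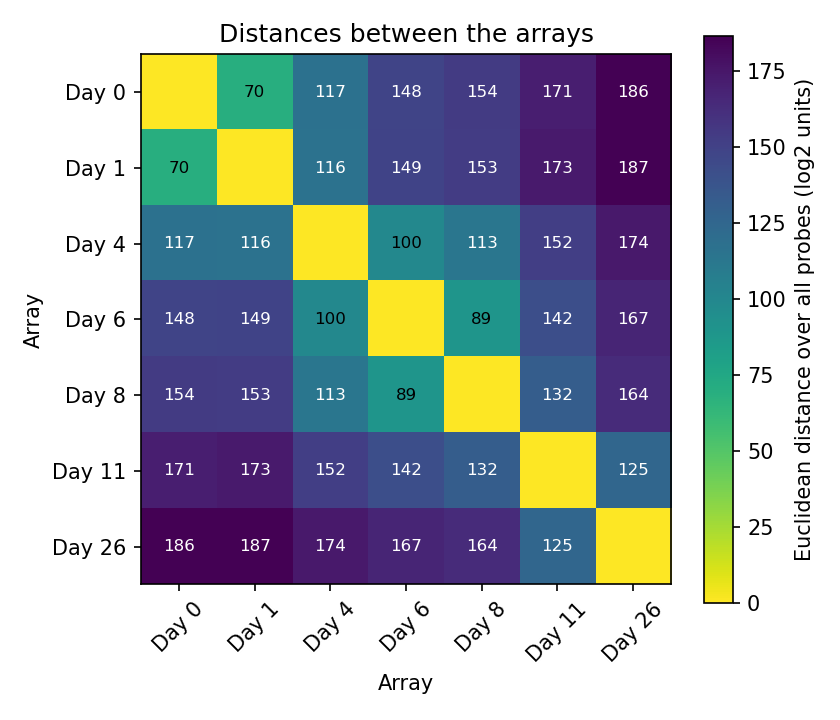
Euclidean distance between each pair of arrays over 47318 probes on the log2 scale. The smallest distance is 69.7, between Days 0 and 1, and the distance between Days 0 and 11 is 171.1.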

The cluster analysis of gene expression demonstrated that the global gene expression profiles clustered according to the differentiation stages (Figure 5A). 

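Keratinocyte genes were followed in 4 lists written from general knowledge: basal layer genes, genes of activated keratinocytes such as those at a wound, suprabasal genes and genes of the cornified envelope, the outer shell of mature keratinocytes. Together they hold 96 genes, of which 89 were measured and 45 were detected on at least 1 array. The number detected was 18 on Day 0, 26 on Day 8, 36 on Day 11 and 32 on Day 26. Of the basal list, which holds keratins and the integrin and laminin genes of the basement membrane, 15 of 18 measured genes were detected, 6 of them on Day 0 and 14 on Day 26. Of the suprabasal list, with its desmosome genes, 15 of 25 were detected, 8 on Day 0, 14 on Day 11 and 11 on Day 26. The activated list had 4 of 11 detected, all of them on Day 26. The cornified envelope list had 11 of 35 detected, 3 on Day 0, 9 on Day 11 and 3 on Day 26. KRT1, IVL and FLG, markers of mature keratinocytes, were not detected on any array. KRT14, a basal keratin, was detected on Day 26 alone, at a log2 value of 5.85. BNC1, chosen after its values were seen, counts as not detected although another of its probes was detected.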

A keratinocyte-enriched gene list was created based on published gene expression data 37(Supplemental Table S1). 

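The medians of detected basal and suprabasal keratinocyte genes were higher on Days 11 and 26 than on Day 0. From Day 11 to Day 26, suprabasal genes were lower (9 of 15 lower and 2 higher, median log2 difference −1.04, but −0.22 over all 25 measured members with no detection filter), of 11 cornified envelope genes 4 were lower and 1 higher (2 and 1 at the bound; median −0.42, −0.06 at the bound), and basal genes went both ways (5 of 15 higher and 3 lower, median 0.02). On Day 26, 11 of 15 detected basal genes were at least 2-fold above Day 0 and none was lower, with a median log2 difference of 2.07 (1.18 with members at their bound, 0.76 for the mean of all probes). Among them were the hyaluronan receptor gene CD44 (at least 25.8-fold), the integrin gene ITGA3 (6.81-fold), the basal keratin gene KRT5 (at least 5.29-fold) and the laminin gene LAMB3 (at least 4.45-fold). On Day 11, 7 of these 15 were higher and none lower (median 0.93, 0.26 at the bound), with the collagen gene COL7A1 at least 21.1-fold and the integrin gene ITGB4 at least 20.2-fold higher. Of 15 detected suprabasal genes, 9 were higher and 1 lower on Day 11 (median 1.5) and likewise 9 and 1 on Day 26 (median 1.25). These medians were 0.88 and 0.56 at a detection p under 0.05, 0.57 and 0.39 with no detection filter, and 2.15 on Day 11 in the authors' value table. SFN, which encodes the cell cycle regulator 14-3-3σ, was 38.7-fold above Day 0 on Day 11, and the desmosomal cadherin genes DSC3 (16.3-fold) and DSG3 (at least 8.88-fold) were higher on Day 26. The lower gene was FABP5 (3.72-fold on Day 11, 2.34-fold on Day 26). Of 11 detected cornified envelope genes, 4 were higher and 1 lower on Day 11 (median 0.56, 0.37 at the bound), among them SPRR3 (at least 7.41-fold) and PPL (7.41-fold), and none reached 2-fold in either direction on Day 26 (median 0.20, 0 at the bound). The 4 detected genes of activated keratinocytes were all higher on Day 26 (median 1.99, 1.23 at the bound), with KRT16 at least 5.89-fold and S100A9 2.7-fold. On Day 11, 2 were higher (median 1.25). Only 1 of the 4 was detected on Day 0 and 2 on Day 11, and a gene detected on Day 26 alone passes the filter because it is high there. Over all 11 measured members with no detection filter the medians were −0.03 on Day 11 and 0.24 on Day 26. Over the 4 lists, 33 of 45 detected genes (73.3%; 26 genes with undetected values at their bound) were at least 2-fold above Day 0 on some later array, and 36 (80.0%) had their highest value on Day 11 or Day 26, 21 and 15 genes respectively. For all detected genes the shares were 30.5% and 35.0%. The median of 10000 random lists matched for expression was 14 and 16 genes, and none exceeded 26 and 28. With no detection filter, 34 and 52 of the 89 measured genes met these criteria (38.2% and 58.4%). On the same arrays genes of other cell types were also higher. Of 18 detected mesenchymal and fibroblast genes, 11 were at least 2-fold above Day 0 and 2 below it on Day 11, and 15 above and 2 below on Day 26, with COL3A1 at least 493-fold higher and THY1 4.17-fold lower on Day 26, and of 5 amnion genes, 5 were higher on Day 11 and 4 on Day 26, such as HAND1 (at least 324-fold on Day 26). The gene list of Table S1 was not used here.

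**Figure D3:**
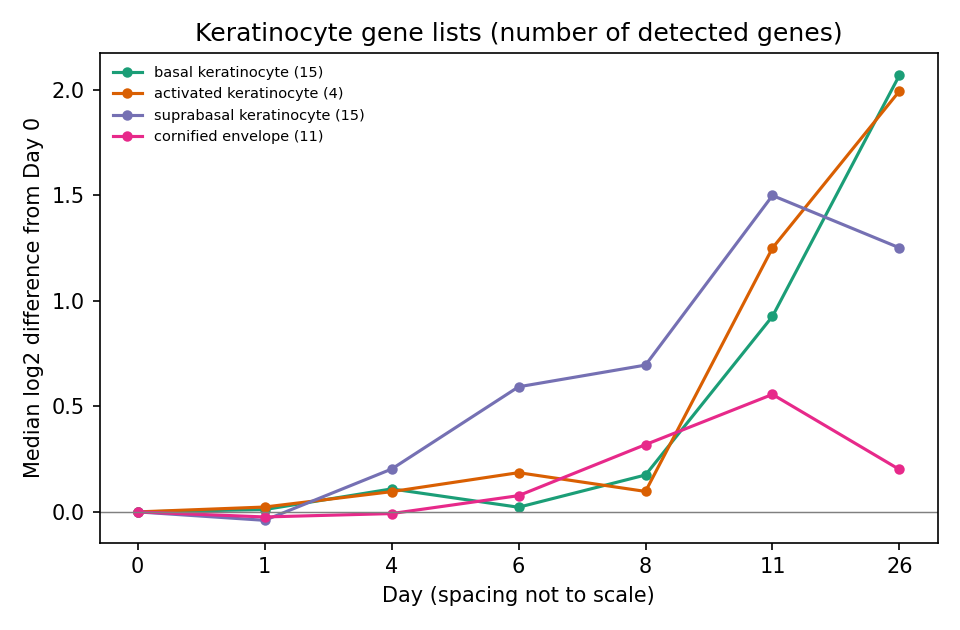
Median log2 difference from Day 0 of the detected genes of the 4 keratinocyte lists on each array, 1 line per list, with the number of detected genes in brackets. The basal and activated lists are highest on Day 26 (2.07 and 1.99), and the suprabasal and cornified envelope lists on Day 11 (1.5 and 0.56). With no detection filter the activated median on Day 26 is 0.24.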

We observed that most keratinocyte-specific genes emerged when hESCs differentiate toward keratinocytes, and most gene expression reached maximal level around Day 11 and Day 26 (Figure 5B).

### Keratinocyte transplantation in mouse excisional wound model and maturation at air-liquid interface

To further evaluate the potential application of our hPSC-derived keratinocytes in clinical transplantation, we tested the *in vivo* survival and incorporation of hESC-derived keratinocytes in a mouse model. A GFP-labeled hESC reporter cell line was produced, and cells were differentiated to keratinocytes following the protocol above (Figure 4A). Cells were collected on day 20 and transplanted into excisional wounds on immunodeficient mice by injection and topical application 38. Seven days after transplantation, the wounds closed up (Figure 5C). H&E staining results confirmed formation of new cornified skin (Figure 5C). Immunostaining of serial skin sections showed positive expression of KRT14, KRT1, KRT10, IVL and FLG (Figure 5D, red fluorescence). GFP-positive cells remained in the skin, and the green fluorescence co-localized with the staining of keratinocyte maturation markers, indicating survival and continued maturation of the transplanted cells *in vivo* (Figure 5D-E). When grown at the air-liquid interface in 3D organotypic culture 29, hESC-derived keratinocytes further differentiated and matured two weeks after air lift, and some cells expressed maturation markers, such as KRT10 and IVL (Figure S5A).

## Discussion

Derivation of keratinocytes from pluripotent stem cells has many potential applications in disease modeling and clinical treatments. Combined with induced pluripotent stem cell (iPSC) technology, hPSCs have the potential to produce unlimited patient-specific keratinocytes *in vitro*. In order to realize the potential of hPSC-derived keratinocytes, new technologies need to be developed in many aspects, including lineage-specific differentiation, cell quality control, cell expansion and transplantation 39. In this report, we stagewisely established an *in vitro* epidermal differentiation procedure by the temporal manipulation of key signaling pathways. This procedure could generate >80% TP63-positive stage Ⅱ keratinocytes before the enrichment by keratinocyte culture conditions. This study not only provides an *in vitro* platform to understand human keratinocyte development, but also establishes a novel differentiation protocol to generate keratinocytes for potential therapeutic applications.

Our current knowledge on keratinocyte differentiation mainly comes from animal models, and the roles of various pathways in guiding the differentiation of keratinocytes from hPSCs have not been systematically studied. We showed that the interaction among TGFβ, BMP and WNT pathways are crucial for epidermal cell fate determination in cell culture. Consistent with *in vivo* studies 7, this report shows that TGFβ inhibition induces primitive ectoderm, and one-day TGFβ inhibition is sufficient for surface ectoderm induction. BMP4 activation and NOTCH inhibition is crucial to further increase epidermal gene expression (Figure S1A). The function of WNT signaling in ectodermal development is very critical as it regulates neural crest, neural plate border and epidermal cell fates in animal models, and this study highlighted that WNT signal is essential in the *in vitro* epidermal differentiation platform 4, 18. We also demonstrated an important function of WNT specific to hESC differentiation. Unlike mouse ESCs, hESCs can differentiate to extraembryonic lineages *in intro* 25. We demonstrated that WNT activation prevents extraembryonic lineage in epidermal differentiation, while all the other factors are reported extraembryonic inducers (Figure S1A) 25, 40. Taken together, we think that ectodermal sub-lineage cell fate is determined by the combinatorial effects of the above growth factors existing in differential gradients (Figure S5B).

Current protocols all use the low-calcium keratinocyte media to enrich keratinocytes, and differentiation efficiency is then analyzed using the enriched cells 41. Such approach could not accurately evaluate differentiation efficiency at earlier stages, because neural or neural crest cells generated earlier will be eradicated by low calcium conditions even when the purity of the starting population is low. Through temporal modulation of key signaling pathways, we are the first to generate >80% TP63-positive stage Ⅱ keratinocytes without enrichment. 

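Groups of genes were at their highest or lowest on different arrays. The median of Nodal and TGFβ targets was lower from Day 1 to Day 8 and again on Day 26, when its members went both ways. WNT targets were highest on Day 4, neural crest genes on Day 8, early epidermal transcription factors on Day 11, and glucocorticoid targets on Day 26. Simple epithelial keratins were higher on Days 11 and 26. Pluripotency genes were lower from Day 4 on. On Day 1, under SB431542 and after the switch of medium, 4 of 6 detected Nodal and TGFβ targets were at least 2-fold below Day 0 and none above. The median log2 difference was −2.42 (−2.06 at the bound), and the lower genes included LEFTY1 (at least 30.6-fold) and NODAL itself (at least 14.3-fold). On Day 11, 3 of the 6 were higher and 3 lower. On Day 26, 2 were higher, TGFBI among them, and 3 lower (median −1.82, −1.03 at the bound). On Day 4, after CHIR99021 and BMP4 had been added, 12 of 13 WNT targets were higher and none lower (median 3.69, 2.99 at the bound), led by SP5 (at least 65.5-fold) and LEF1 (at least 64.4-fold), and 6 of 13 were still higher on Day 8. Of 9 BMP targets, 4 were higher on Day 4, among them ID2 (4.79-fold), and 2 lower. DAPT was added on Day 4, and of 8 NOTCH targets 1 was higher and 2 were lower on Day 6 than on Day 4 (1 and 1 at the bound). The median was −0.63, or −0.07 at the bound, with HES4 9.25-fold lower and HEY1 at least 12.9-fold higher. The other HEY1 probe was close to background on both days, at log2 values of 4.41 on Day 4 and 5.11 on Day 6. Against Day 0, 2 of the 8 targets were higher and 1 lower on Day 6. Their median was 0.16, and it turned to −0.05 when arrays were scaled by their medians alone. Of 11 targets of EGF and MAPK signalling, 6 were lower and 1 higher on Day 4 (median −1.86), with SPRY4 9.97-fold lower and EGR1 8.28-fold higher. With EGF in the medium, 6 were lower and 1 higher than on Day 0 on Day 11 (median −1.34). On Day 26, 6 were lower and 2 higher (median −2.14). From Day 8 to Day 11, the step in which EGF was added, 5 of the 11 were higher and 2 lower. At the bound these counts were 4 and 2, and the median was 0.615 either way. Of 16 detected pluripotency genes, 12 were lower on Day 4 and all 16 on Day 26 (median −4.84, −3.76 at the bound), where LIN28A was at least 143-fold and SOX2 at least 69-fold lower. POU5F1 was at least 53.6-fold and NANOG at least 24.5-fold lower on Day 11. Early epidermal transcription factors were higher for 8 of 17 genes on Day 4, 11 on Day 8 and 15 on Day 11 (median 3.48, 3.01 at the bound), and for 9 on Day 26 (median 1.14, 0.60 at the bound). TP63, the paper's key epidermal marker, was not measured here and is not among the 17. TFAP2A, which acts in surface ectoderm, was at least 45.2-fold higher on Day 4 and at least 95.2-fold on Day 11, where ZNF750, a regulator of epidermal differentiation, was at least 13.9-fold higher. Of 12 neural crest genes, 11 were higher on Day 8 (median 2.81, 2.30 at the bound), with SOX10 at least 60.3-fold and SNAI2 at least 39.9-fold. On Day 26, 3 were higher and 3 lower (3 and 1 at the bound). Of 5 simple epithelial keratins, 4 were higher on Day 11 (median 4.16, 3.81 at the bound) and on Day 26 (median 2.58), with KRT7 at least 28.3-fold and KRT19 17.8-fold higher on Day 11. From Day 11 to Day 26, 1 of the 5 was lower, KRT23 (9.78-fold), and none higher (median −0.28). Epithelial adhesion and tight junction genes were higher for 6 of 10 on Day 11 (median 1.08), with CLDN1 4.4-fold and CDH1, which encodes E-cadherin, 2.26-fold. On Day 26, 7 of 10 were lower than on Day 0 and none higher (median −2.07, −1.59 at the bound), with EPCAM 27.9-fold and CDH1 5.79-fold lower, while mesenchymal collagen genes such as COL1A1 stood 167-fold higher. All 23 cell cycle genes were at least 2-fold below Day 0 on Day 11 (median −2.17) and 13 were on Day 26 (median −1.04), with the mitotic kinase gene AURKB 8.33-fold and 3.96-fold lower. On Day 26, in medium with hydrocortisone, 9 of 11 glucocorticoid targets were higher and 1 lower (median 1.65), with CRISPLD2 28.3-fold and DUSP1 17.7-fold higher. On Day 11, before hydrocortisone, 2 were higher and 3 lower, and the higher ones were the same 2 genes, DUSP1 (8.32-fold) and CRISPLD2 (2.54-fold). From Day 11 to Day 26, 9 of the 11 were at least 2-fold higher and none lower (median 1.65), with CRISPLD2 11.1-fold and DUSP1 2.13-fold higher. Each culture differed from the one before in age and in treatment together. All later cultures also differed from Day 0 in medium. The arrays do not separate these.

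**Figure D4:**
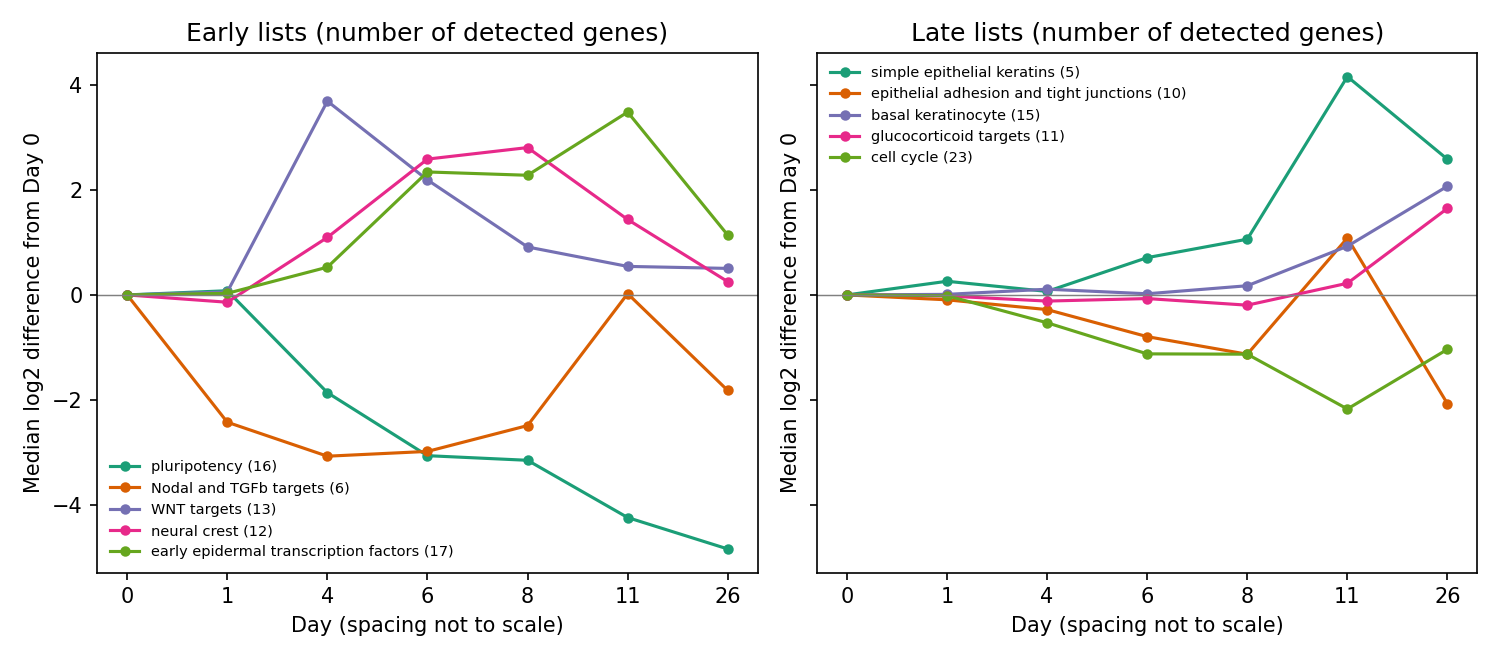
Median log2 difference from Day 0 of the detected genes of 10 lists on each array, with the number of detected genes in brackets. WNT targets peak on Day 4 (3.69), neural crest genes on Day 8 (2.81), and early epidermal transcription factors on Day 11 (3.48).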

The global gene expression profiles demonstrate the sequential epidermal cell fate induction at each stage of differentiation (Figure 5). This procedure could serve as a valuable platform to understand keratinocyte cell fate determination. It is important to point out that other signaling pathways such as EGF, Sonic Hedgehog and retinoic acid are reported in epidermal differentiation. It would be interesting to see how modulators of those pathways could further improve the differentiation efficiency in the near future.

In this study, we also made a few interesting discoveries. First, TGFβ inhibition can be used to induce keratinocyte differentiation. Most previous protocols used retinoic acid to initiate epidermal lineage differentiation 19, 42, 43. However, retinoic acid is a strong neural lineage inducer and it leads to more neural differentiation compared to TGFβ inhibition-initiated procedure (Figure S5C). Second, we found that *KRT18* is not a suitable epidermal marker in E8-based differentiation platform. *KRT18* was previously reported to be a marker for surface ectoderm 13. We found that *KRT18* is already expressed on both mRNA and protein levels in undifferentiated hESCs cultured in E8 medium (Figure S5D and S5E). Therefore, we used *TP63*, but not *KRT18*, as the key marker to track the epidermal differentiation in this study. Third, we noticed that basal and suprabasal marker genes are dynamically expressed in our differentiation processes (Figure 4). Our results suggest that basal and suprabasal genes could be expressed in the same progenitor cells. It is supported by recent reports that basal and suprabasal genes can be co-expressed during specific stages of keratinocyte differentiation 44, 45. Fourth, we also revealed that calcium level is important for keratinocyte differentiation. A low calcium level is critical for the induction of *KRT14* in stage Ⅲ keratinocytes. However, the molecular mechanism is still to be explored.

In short, we developed a keratinocyte differentiation procedure in defined conditions, and rediscovered the essential roles of temporal and combinatory actions of TGFβ, BMP4, WNT and NOTCH signaling in keratinocyte differentiation at different developmental stages (Figure 1A). This differentiation procedure could serve as a valuable research platform for people to study epidermal differentiation *in vitro*. The protocol could also be used to generate patient-specific keratinocytes from iPSCs for cell therapy and disease models.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
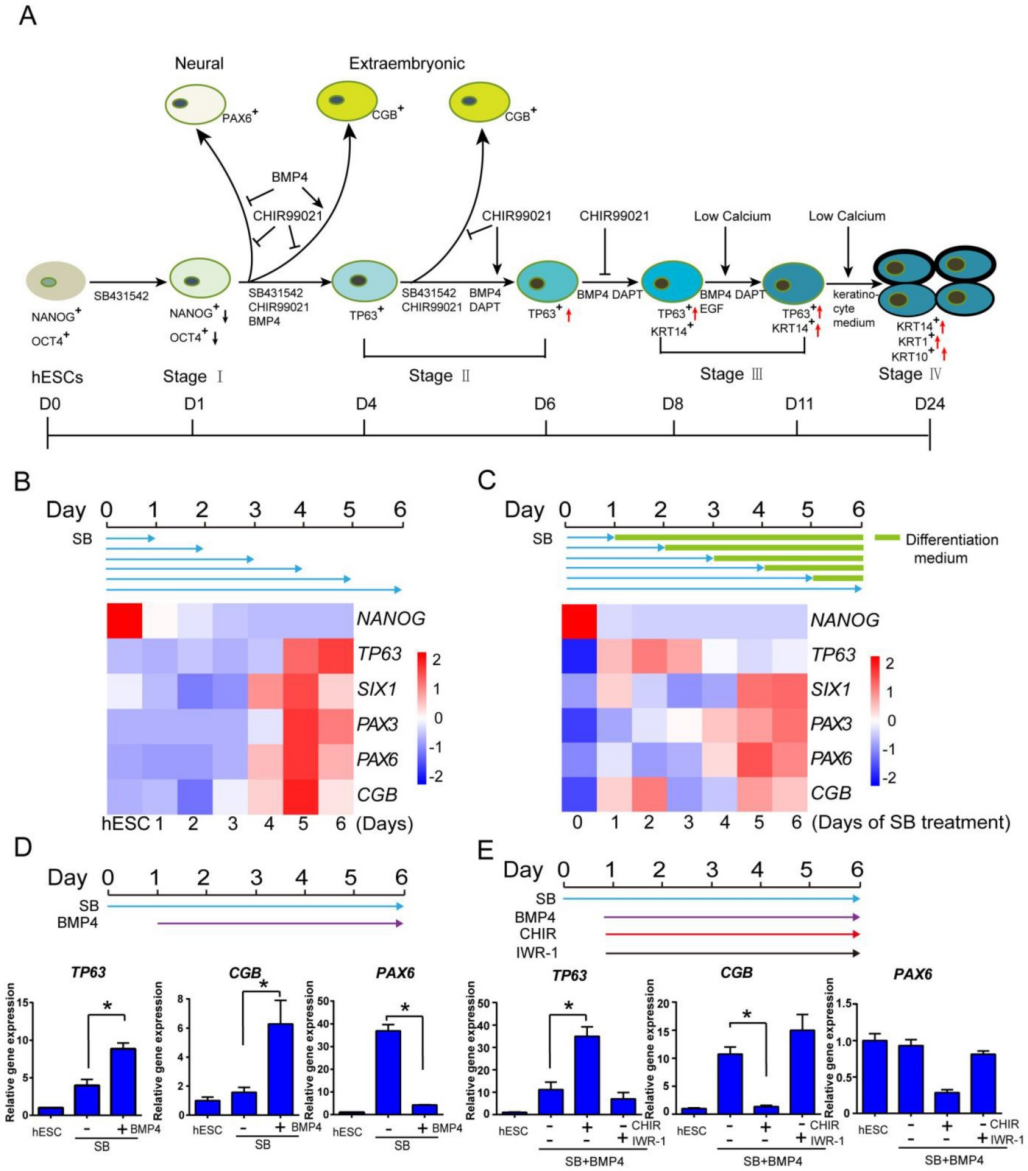
** Early epidermal cell fate determination under the influence of multiple signaling pathways in hESCs. See also Figure S1. A.** Stagewise method for keratinocyte differentiation. **B.** The time course of epidermal differentiation under TGFβ inhibition. hESCs were treated with SB431542 (SB) in differentiation medium (See Materials and Methods), and the cells were harvested at specific time points for analysis of gene expression by RT-qPCR. The results were normalized to GAPDH. **C.** The emergence of *TP63* under pulse treatment of TGFβ inhibitor. hESCs were treated with SB431542 (SB) for specified periods in differentiation medium followed by differentiation medium only until day 6. Cells were collected on day 6 for analysis of gene expression by RT-qPCR. The results were normalized to GAPDH. **D.** BMP4 promotes TP63 expression under TGF-β inhibition. hESCs were treated with SB431542 (SB) in differentiation medium, and BMP4 was added from day 1 till day 6 when cells were harvested for gene expression analysis by RT-qPCR. The results were normalized to hESC; Data are presented as the mean±SD of three independent experiments. *, p < 0.05. **E.** The impact of WNT pathway modulation on epidermal cell fate determination. hESCs were treated with SB431542 (D0-6) and BMP4 (D1-6) in differentiation medium, and CHIR99021(CHIR, 5 µM) or IWR-1 (1 μM) was added from day 1 to day 6. Cells were then harvested for gene expression analysis by RT-qPCR. The results were normalized to hESC; Data are presented as the mean±SD of three independent experiments. *, p < 0.05. ns, not significant.

**Figure 2:**
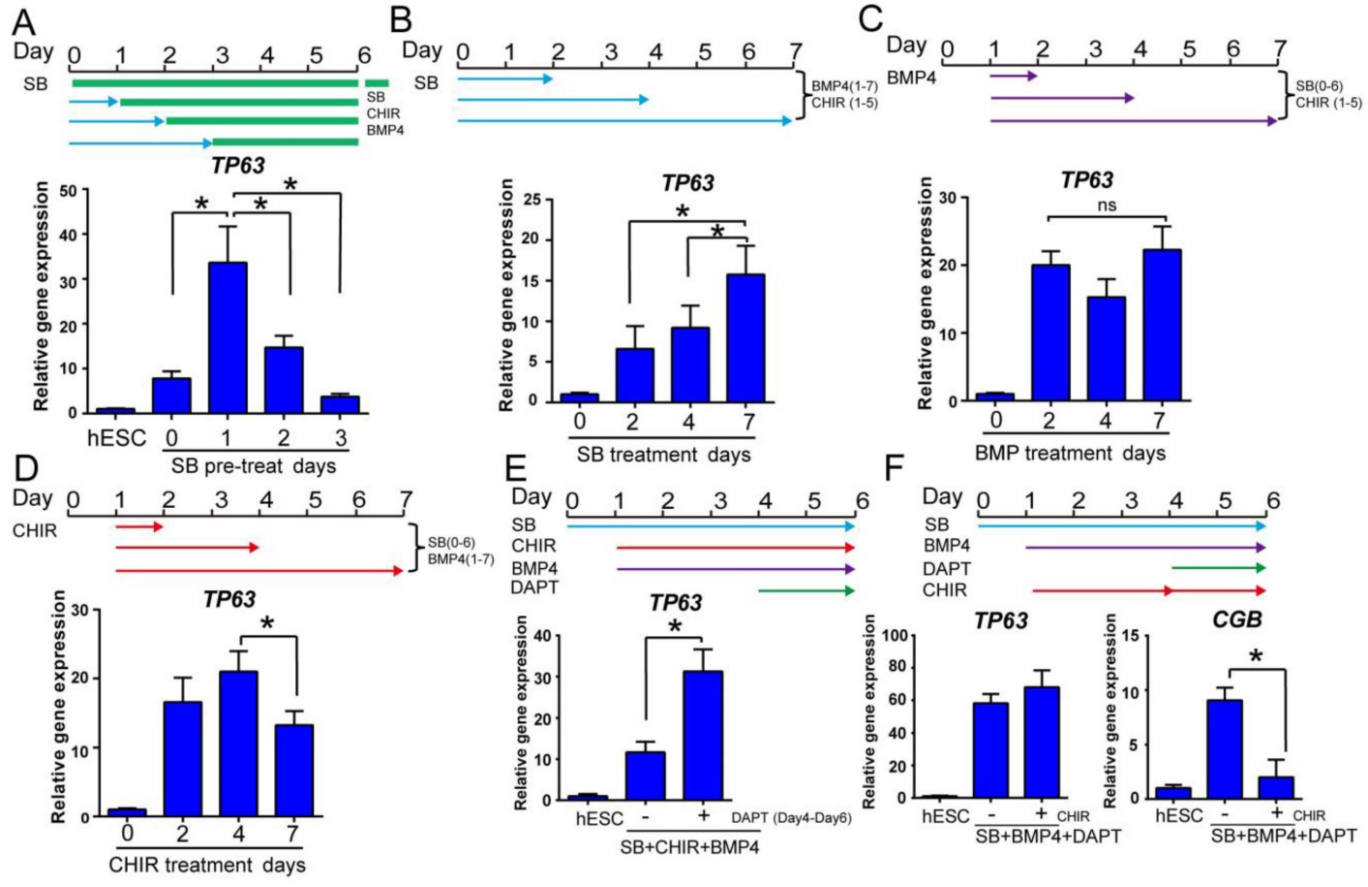
** Optimization of epidermal cell fate determination at early stage. See also Figure S2. A.** The time course of primitive ectoderm induction. Cells were treated with SB431542 single treatment for 0, 1, 2 or 3 days in differentiation medium, followed by combination treatment with SB431542, BMP4 and CHIR99021 until day 6, and collected on day 6 for *TP63* gene expression analysis by RT-qPCR. The results were normalized to hESC; Data are presented as the mean±SD of three independent experiments. *, p < 0.05. **B.** The impact of prolonged exposure to TGFβ inhibitor. H1 cells were treated with TGFβ inhibitor SB431542 (SB) for 2, 4 or 7 days in the presence of BMP4 (Day 1 to 7) and CHIR99021 (CHIR, Day 1 to 5) in differentiation medium, and gene expression was analyzed on day 7 by RT-qPCR. The results were normalized to control (no SB4315432 treatment); Data are presented as the mean±SD of three independent experiments. *, p < 0.05. **C.** The effect of BMP4 timing on *TP63* induction. In the presence of SB431542 (SB, Day 0-6) and CHIR99021 (CHIR, Day 1-5), BMP4 was added for specific time periods, and gene expression was analyzed on day 7 by RT-qPCR. The results were normalized to control (no BMP4 treatment); Data are presented as the mean±SD of three independent experiments. ns, not significant (one-way ANOVA with post hoc multiple comparisons). **D.** The effect of WNT activation timing on epidermal differentiation. WNT activator CHIR99021 (CHIR) was added in the presence of SB431542 (SB, Day 0-6) and BMP4 (Day 1-7) for specified periods of time, and gene expression was analyzed by RT-qPCR on day 7. The results were normalized to control (no CHIR treatment); Data are presented as the mean±SD of three independent experiments. *, p < 0.05. **E.** Impact of NOTCH inhibition during epidermal differentiation. Epidermal differentiation was carried out with SB431542 (SB, Day 0-6), CHIR99021 (CHIR, Day 1-6) and BMP4 (Day 1-6). NOTCH inhibitor DAPT was added between Day 4-6, and the gene expression was analyzed by qPCR on Day 6. The results were normalized to hESC; Data are presented as the mean±SD of three independent experiments. *, p < 0.05. **F.** The impact of WNT activation along with NOTCH inhibition on epidermal cell fate determination. Cells in epidermal differentiation were treated with DAPT with or without CHIR99021 (CHIR) between day 4 to 6, and the samples were collected on Day 6 for RT-qPCR. The results were normalized to hESC; Data are presented as the mean±SD of three independent experiments. *, p < 0.05.

**Figure 3:**
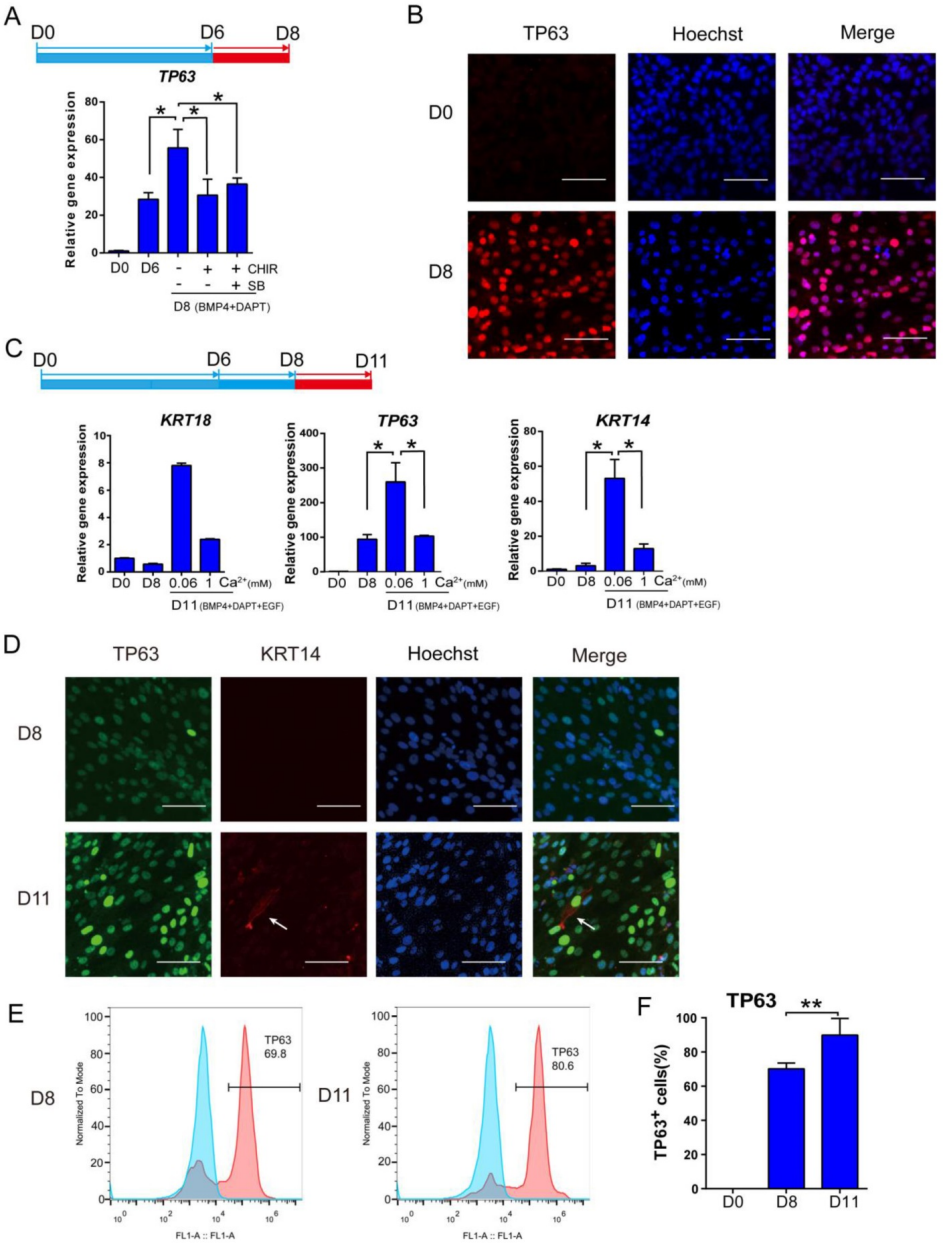
** Optimization of keratinocyte maturation conditions. See also Figure S3. A.** BMP4 and NOTCH inhibitor (DAPT) treatments are sufficient to support keratinocyte maturation from day 6 to day 8. Beyond Day 6 of differentiation, cells were treated with or without SB431542 (SB) or CHIR99021 (CHIR) under BMP4 and NOTCH inhibitor treatment for two extra days, and the gene expression was examined by RT-qPCR. The results were normalized to hESC; Data are presented as the mean±SD of three independent experiments. *, p < 0.05. **B.** Immunostaining of TP63 expression on day 0 and day 8. Scale bar, 50 µm. **C.** The impact of calcium concentration on the expression of keratinocyte markers. After eight days of differentiation, cells were maintained in different calcium concentrations (1 mM versus 0.06 mM) between day 9 and day 11, and analyzed for gene expression. The results were normalized to hESC; Data are presented as the mean±SD of three independent experiments. *, p < 0.05. **D.** Immunostaining of TP63 (green) and KRT14 (red) expression on D8 and D11. Scale bar, 50 µm. White arrow, KRT14 expression. **E.** Flow cytometry analysis of TP63 on Day 8 and Day 11 of differentiation. Blue peak represents undifferentiated hESCs; pink peak represents keratinocyte. **F.** Quantification of TP63-positive cells on Day 0, Day 8 and Day 11 by flow cytometric analysis. Data shown are mean±SD of three independent experiments. *, p < 0.05.

**Figure 4:**
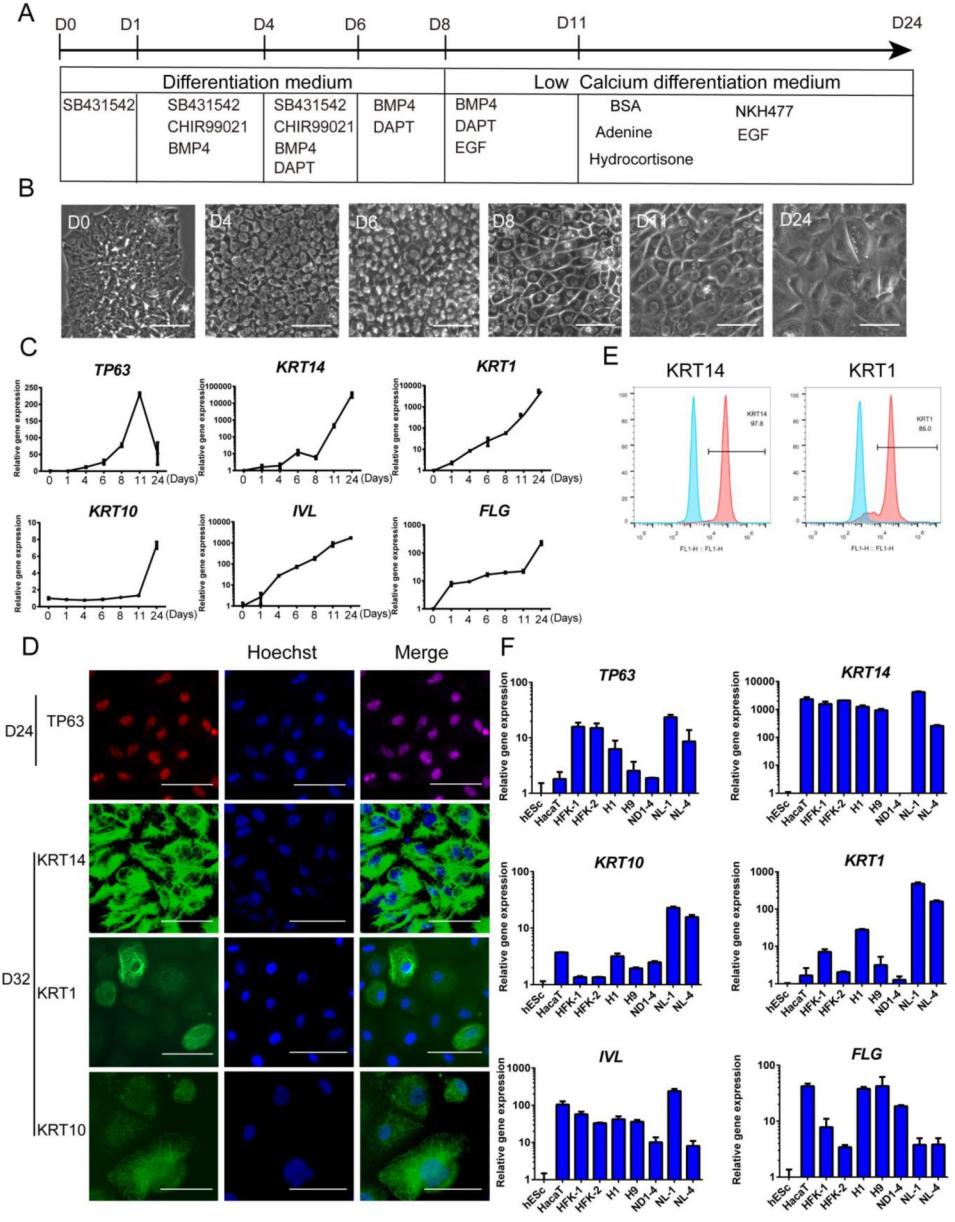
** Keratinocyte derivation procedure in defined conditions. See also Figure S4. A.** Schematic drawing of the optimized keratinocyte differentiation protocol. **B.** Cell morphology changes in the differentiation process. Scale bar,100µm. **C.** Stagewise keratinocyte gene expression by RT-qPCR. The results were normalized to hESC (D0); Data are representative of 3 independent experiments. **D.** Immunostaining of TP63 (red), KRT14 (green), KRT1 (green) and KRT10 (green) on day 24 and day 32 of differentiation. Scale bar, 50µm. **E.** Flow cytometry analysis of KRT14 (left panel) and KRT1 (right panel) on Day 28 of differentiation. Blue peak represents undifferentiated hESCs; pink peak represents keratinocyte. **F.** Keratinocyte differentiation from multiple hESC (H1, H9) and hiPSC (ND1-4, NL-1, NL-4) lines. Gene expression was analyzed on day 20 of differentiation and compared with HaCaT keratinocyte cell line, primary human foreskin keratinocytes (HFK-1, HFK-2) and undifferentiated hESCs (H1). The results were normalized to hESC (H1); Data are representative of 3 independent experiments.

**Figure 5:**
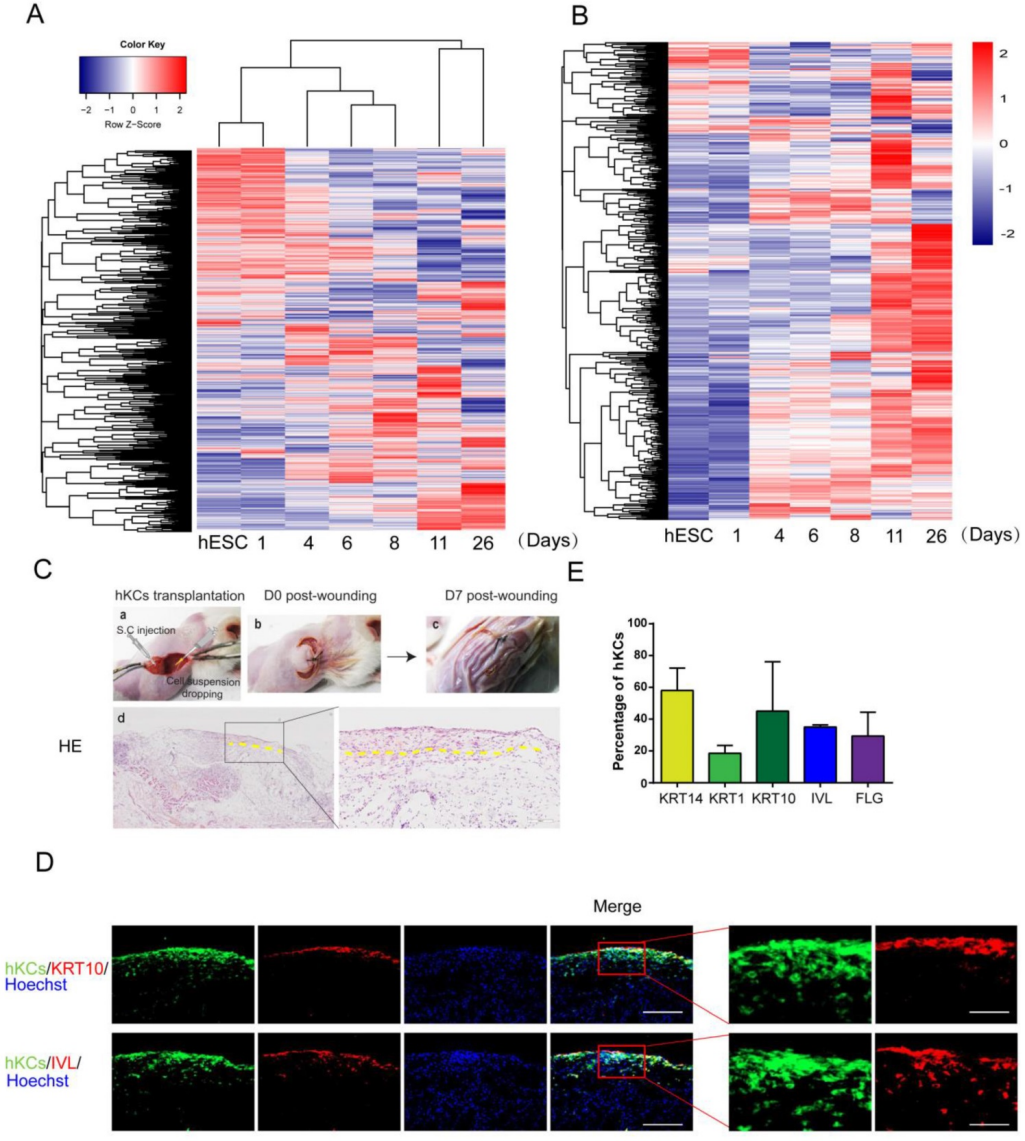
** Further analysis of derived keratinocytes by global gene expression and transplantation. A.** Cluster of global gene expression profiles during keratinocyte differentiation. RNA samples are collected at each stage of keratinocyte differentiation, and gene expression was analyzed by microarray. The global gene expression is clustered by Complete-linkage clustering method. **B.** Expression of epidermal-specific genes through the differentiation process. Epidermal specific genes were selected according to published dataset, and the pattern of gene expression was displayed by stage of differentiation. **C.** hESC-derived keratinocyte (hKC) transplantation in mouse excisional wound model. a. Representative image of mouse excisional wound and sites of hKC application. b. Representative image of the wound right after transplantation. Exposed wound areas were marked with yellow dash line. c. Representative image of the wound seven days after wounding and cell transplantation. The skin area was processed for further study. d. H&E staining of the wound healing site seven days after keratinocyte transplantation. Square marks the area shown as high magnification image on the right. Scale bar, 400µm on the left; 100µm on the right. **D.** Immunostaining of KRT14, KRT1, KRT10, IVL and FLG (red fluorescence) on serial skin sections. Samples were collected seven days after transplantation of keratinocytes derived from GFP-labeled hESCs (green fluorescence). Blue fluorescence, nuclear staining with Hoechst. Scale bar, 100µm on the left; 30µm on the right. **E.** The percentage of GFP-positive cells expressing specific maturation marker genes, representing keratinocyte maturation *in vivo*. n=6. Data are presented as the mean±SD of three independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

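Total RNA from 7 time points of keratinocyte differentiation of H1 human embryonic stem cells (Days 0, 1, 4, 6, 8, 11 and 26) was measured by the authors on HumanHT-12 v4 Expression BeadChip arrays (Illumina), 1 array per time point. The treatments of each time point were taken from the paper's methods and its protocol scheme. Each column of values was matched to a time point by its label, and 0 columns were left over.

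The authors deposited the mean bead signal of each of 47318 probes as a linear intensity without background subtraction or normalization. They also deposited, for each signal, a detection p-value, which is the rank of the probe among the negative controls of its array. A second deposited table holds log2 values that the authors made with the Illumina pipeline of the arrayanalysis.org web portal by background correction and quantile normalization. The paper's text does not name the background method. Within each array the deposited log2 values had the same rank order as the intensities (Spearman correlation 1.0), their medians lay between 5.33 and 5.34, and their differences from Day 0 correlated with those of the raw log2 intensities at r between 0.78 and 0.91 across probes, which are not independent replicates.

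The values reported here were computed from the intensities. Normexp background correction with the negative-control mean and SD inferred from the detection p-values, an offset of 16, quantile normalization and log2 were applied with neqc of limma 3.58.1 in R 4.3.3. All later steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Of the probes, 30120 were in the probe-gene table and 17198 were not used for genes. Of the former, 30112 had 1 symbol and 8 had several and were left out. The 1-symbol probes stood for 20045 genes, 6691 of them with more than 1 probe, and the probe with the highest mean log2 value over the 7 arrays represented its gene. A probe was detected on an array at a detection p under 0.01, and the 12612 genes detected on at least 1 array were compared. For 1700 genes with at least 2 probes detected on all 7 arrays, the first 2 such probes in order of name were compared. The SD between their log2 differences from Day 0 was 0.301 on Day 1 and 0.515 on Day 26. These pairs need not include the main probe, and they leave out dim probes. Of the named genes at least 2-fold from Day 0 with another detected probe, 0 of 69 on Day 11 and 0 of 67 on Day 26 had that probe at least 2-fold the other way. There were 31 genes whose main probe was not detected while another probe was, 1 of them in a gene list.

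A gene was called higher or lower when its log2 difference was at least 1, a fixed rule, since single arrays allow no test across genes. The number of arrays limits the precision. Each time point was compared with Day 0 and with the time point before it. For 33 gene lists (pluripotency, early epidermal transcription factors, simple epithelial keratins, epithelial adhesion and tight junctions, 4 keratinocyte lists, 10 lists of other cell types, 7 lists of pathway targets, cell cycle, p53 and senescence, cholesterol synthesis, interferon response, antigen presentation, stress response, HOX genes and reference genes), the detected members at least 2-fold higher or lower were counted and their median log2 difference was ranked among 10000 random lists of the same size matched on mean expression in 10 bins (seed 11). This rank describes these arrays and is not a test over cultures. No gene is in more than 1 of the 33 lists. A median is used only for lists with at least 3 detected members. For the union of the 4 keratinocyte lists, the day of each detected gene's highest value was counted. Of 15 genes that the paper names, 12 were measured and 8 were detected. The other 3 are not analysed here, and TP63, the paper's key epidermal marker, is among them.

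The genes named in the text are those the paper names, the 10 genes with the largest increase and the 10 with the largest decrease on Day 11 and on Day 26 against Day 0, the 5 in each direction between consecutive time points, and from each list and comparison up to 4 members with the largest absolute change and the member that went most the opposite way. A bound in place of a fold was used where the dimmer array did not detect the probe, and no fold was given where neither array did. The distance between arrays was Euclidean over all probes, the summed distance along the order of days was ranked among all 2520 orders with mirror images counted once (an exact permutation), and hierarchical trees used single linkage, which the methods state for columns, with complete linkage, which the legend of Fig. 5A states, as an alternative.

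The steps were tested on simulated data made from the Day 0 array with a noise SD of 0.15 on the log2 scale and 200 changed probes. Of probes changed by a log2 difference of −3, −1.5, 1.5 and 3, 98%, 88%, 98% and 100% were called. The changed probes were drawn only from those well above background on Day 0, so these rates do not cover dim probes. Of 20565 unchanged detected probes, 578 were called. The alternatives were the authors' log2 table, no background correction, a shift of each array to a common median instead of quantile normalization, an offset of 50, a detection p under 0.05, no detection filter, the mean of all probes of a gene, the mean of Day 0 and Day 1 as the reference, other probe sets, scalings, distances and linkages for the order of arrays, and the keratinocyte maxima without the Day 11 or the Day 26 array. Undetected values at their bound, the genes without small nuclear RNAs, and the order and maxima without the Day 6 array were added as alternatives chosen after seeing the data.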

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

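The tests below were all chosen after the results they bear on were seen. The genes of each group below are not among those the paper discusses, although it does discuss the extraembryonic lineage, which it followed by CGB. The median of each group was at least 4-fold above Day 0 on at least 1 array. This level was taken as a signal in data the paper did not analyse.

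Mesenchymal and fibroblast genes, such as those of fibrillar collagens, had a median log2 difference from Day 0 of 4.00 on Day 26, and 15 of 18 detected members were at least 2-fold higher, with COL3A1 at a log2 value of 14.39, and 2 were lower, THY1 (4.17-fold) and CDH2 (2.65-fold). Normalization and background correction are argued against as the whole cause, since the lowest median over the normalizations and the raw signal was 2.06, and so is foreign RNA or a wrong label of the Day 26 sample alone, since the median was already 2.63 on Day 11. Mesenchymal cells beside epithelial cells in the culture would lower all epithelial genes alike, and from Day 11 to Day 26 the median change of epithelial adhesion genes lay 3.09 below that of simple epithelial keratins, but the values of single genes of the 2 lists overlapped. On a bulk array such a mixture cannot be told apart from cells of 1 kind that express both groups, so both stay open. CDH2 was chosen after its values were seen, and 9 of the 18 members were already detected in the stem cells on Day 0.

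Amnion genes, a list of 5 genes of the extraembryonic membrane around the embryo, had a median log2 difference of 6.96 on Day 26, with HAND1 at a log2 value of 13.78. The lowest median over Days 11 and 26, the normalizations and the raw signal was 4.84, which argues against normalization and background correction as the whole cause, and the array with the next highest median stood at 6.32, which argues against foreign RNA in, or a wrong label of, 1 sample. Extraembryonic cells of the trophoblast would raise trophoblast genes too, and the lower of the trophoblast medians on Days 11 and 26 was 1.18, though 0.44 with members at their bound. The trophoblast list shares no gene with the amnion list, so it cannot test for amnion cells. A bulk array cannot tell extraembryonic cells from others with these genes. Extraembryonic cells, epidermal cells that express amnion genes and other cells that express them all stay open. Of the 5 genes, 1 was detected on Day 0.

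Small nuclear RNAs, the RNAs of the spliceosome, had a median log2 difference from Day 0 of 3.63 on Day 6, and their median excess on Day 6 over the mean of Days 4 and 8 was 4.08 over 10 genes, of which 6 were at least 2-fold higher (4 near-identical U1 copies, RNU11 and RNU6ATAC). The lowest median excess over the normalizations and the raw signal was 2.33, which argues against normalization and background correction. More RNA of every non-polyadenylated kind is argued against by 25 other such RNAs detected on all arrays, whose median excess was 0.21, although 3 of them were at least 2-fold higher, SNORD3C the most (1.78), as were 11 of the 119 such RNAs detected on at least 1 array (median 0.12). A difference in RNA preparation or labelling of this sample that raises all small nuclear RNAs alike is argued against by those with little excess, the lowest of them detected on all arrays at 0.59, while a difference that takes in only some of them and a short-lived change in the cells were not tested and stay open. RNU6ATAC, SNORD3C and both classes were chosen after their values were seen.

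HOX genes, which pattern the body axis, had a median log2 difference from Day 0 of 2.75 on Day 8 (2.54 at the bound), with 14 of 17 detected genes higher, among them HOXC6 (63.7-fold) and HOXB8 (at least 31.5-fold). The HOXC6 fold rests on its brightest probe, and the gene's other probes were close to background on Day 8, at log2 values between 4.51 and 5.57.

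Targets of cAMP signalling had a median log2 difference of 2.32 on Day 26 (1.86 at the bound), in medium with the adenylyl cyclase activator NKH477, with 5 of 6 detected genes higher (3 at the bound), such as FOS (46.2-fold). On Day 11, before that medium was used, the median was already 1.40 (0.81 at the bound) with 3 of 6 higher, FOS 41.2-fold. From Day 11 to Day 26, 2 of 6 were higher (1 at the bound), with a median of 0.55, or 0.48 at the bound.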

How the results depend on the processing

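Undetected values at their bound, the small nuclear RNA genes left out, and the order and maxima without the Day 6 array were alternatives chosen after seeing the data. With no replicate, a median or a single gene counts as moved when it differs by 0.585 or more on the log2 scale, and a count when it is more than 1.5 times larger or smaller. Under every alternative but row z-scores the day order ranked 1 of the orders and the tree held all groups of Fig. 5A that its arrays allow. Under row z-scores the day order ranked 2 of 2520 and the tree held 4 of the 5 groups. Keratinocyte counts were within 1.5 times in 27 of 28 comparisons, gene counts in 96 of 120, list medians within the tolerance in 1467 of 1608 and named genes in 3519 of 4610. The alternatives left the share of keratinocyte genes at least 2-fold above Day 0 between 38.2% and 73.9% and the share highest on Day 11 or Day 26 between 58.4% and 84.8%. Of the 45 detected keratinocyte genes, 25 were at least 2-fold above Day 0 and 28 highest on Day 11 without the Day 26 array, and 27 and 27 (highest on Day 26) without the Day 11 array. No paired analysis was possible because each time point has 1 array. As the median signal lies within about 1 SD of the background mean on each array, changes of dim genes are limited most, and an offset or uncorrected background shrinks them by construction. Apart from these, the cause was not tested.

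In the authors' value table the Day 11 medians were 0.64 for activated and 2.15 for suprabasal keratinocyte genes, and ZBTB16, a glucocorticoid target, reversed to −0.29 on Day 6 and −0.31 on Day 26 against Day 0, and to −0.40 on Day 26 against Day 11. The brightest probe of a gene was picked anew under each setting. With the main values, 1 other ZBTB16 probe was also lower on Day 26 than on Day 0 (log2 difference −0.37) and a further probe was higher (3.1). The reversal therefore does not separate a change of probe from a change of normalization. At a detection p under 0.05 the medians were 0.41 for activated keratinocyte genes on Day 11, 0.88 and 0.56 for suprabasal genes on Days 11 and 26, and 0.80 for trophoblast genes on Day 26. With no detection filter 89 keratinocyte genes enter, the activated median reversed to −0.031 on Day 11 and was 0.24 on Day 26, and the medians were 0.57 and 0.39 for suprabasal genes (−0.22 from Day 11 to Day 26) and 0.24 for trophoblast genes on Day 26. Against the mean of Days 0 and 1, 11 genes were higher and 25 lower on Day 1, as that reference holds the Day 1 array. With a median shift instead of quantile normalization 874 genes were higher and 2477 lower on Day 6, and 1123 and 2615 on Day 8. For the mean of all probes the medians were −1.80 for Nodal and TGFβ targets on Day 1, 0.76 for basal genes on Day 26, 2.62 for early epidermal transcription factors on Day 11, 2.03 for neural crest genes on Day 8, and −3.41 and −3.81 for pluripotency genes on Days 11 and 26.

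With no background correction 28, 307, 602, 763, 984 and 1058 genes were higher and 54, 314, 607, 683, 826 and 937 lower on Days 1, 4, 6, 8, 11 and 26. Under the same setting the medians were −1.19 for Nodal and TGFβ targets on Day 1, 2.43 for WNT targets on Day 4, 1.52 for neural crest genes on Day 8 and 3.00 for simple keratins on Day 11. For Days 11 and 26 they were 0.55 and 0.87 for activated genes, 5.10 and 5.72 for amnion, 2.08 and 0.38 for early epidermal transcription factors, 1.31 and 2.24 for mesenchymal, −2.76 and −3.07 for pluripotency and 0.40 and 0.48 for trophoblast genes, and on Day 26 0.83 for basal and −1.02 for adhesion genes. With an offset of 50, 61 genes were higher and 98 lower on Day 1, 509 and 517 on Day 4, and 930 and 968 on Day 6. The medians were then −1.74 for Nodal and TGFβ targets on Day 1, 2.64 for WNT targets on Day 4, 2.06 for neural crest genes on Day 8, 2.62 for early epidermal transcription factors and 3.48 for simple keratins on Day 11, −3.55 and −3.66 for pluripotency and 1.93 and 3.02 for mesenchymal genes on Days 11 and 26, and on Day 26 1.18 for activated, 1.12 for basal, −1.39 for adhesion and 0.80 for trophoblast genes. With undetected values at the bound the medians were 2.99 for WNT targets on Day 4, 0.51 and 1.23 for activated, 0.26 and 1.18 for basal and 0.44 and 0.79 for trophoblast genes on Days 11 and 26, and 3.41 for mesenchymal and −3.76 for pluripotency genes on Day 26.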

Differences from the paper's values

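The paper states that most keratinocyte genes of its list emerged during differentiation and were highest around Days 11 and 26. The tally over the keratinocyte lists used here goes with this for the genes detected on at least 1 array. Under 1 of the alternatives set before the data were examined, no detection filter, 34 of 89 measured genes (38.2%) were at least 2-fold above Day 0, which is not most of them, while 52 of 89 (58.4%) were highest on Day 11 or Day 26. The lists are not the paper's list. The paper's methods name single linkage for columns and its legend complete linkage, and under both the tree held all 5 groups of Fig. 5A.

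The paper states that most cells older than 20 days expressed KRT14, KRT10 and KRT1, from immunostaining and flow cytometry on days other than Day 26, and that KRT14 protein was detectable on Day 11. The paper also reports that low calcium after Day 8 raised KRT14 gene expression, and it gives an RT-qPCR course of keratinocyte genes over the stages. On the arrays, KRT10 was 2.64-fold higher on Day 26 than on Day 0. KRT14 was detected on Day 26 (at least 1.33-fold above Day 0) and not on Day 11, and KRT1 was detected on no array. The RT-qPCR values were not compared with the arrays here. The paper states that NANOG was lower after 1 day of TGFβ inhibition, and NANOG was 2.14-fold lower on the Day 1 array. The paper states that KRT18 was already expressed in undifferentiated cells, and the brightest of its 2 probes was detected on Day 0 alone, at a log2 value of 5.55. Both probes lay close to background on every array and the other was detected on 0 arrays, so the arrays do not show how strongly KRT18 was expressed or whether it changed.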

Other observations

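The median of the detected trophoblast genes was higher late in differentiation. Of 16 detected members, 10 were at least 2-fold above Day 0 on Day 11 and 9 on Day 26 (7 and 6 at the bound), and none was lower. The median log2 differences were 1.18 and 1.39, or 0.44 and 0.79 with members at their bound. With no detection filter the Day 26 median was 0.24. HSD3B1, an enzyme of placental steroid synthesis, was at least 41.5-fold higher on Day 11. The transcriptional cofactor gene VGLL1 was at least 4.89-fold higher on Day 26. The paper states that WNT activation suppressed the extraembryonic marker CGB. The arrays hold no parallel culture without CHIR99021, so these trophoblast genes and the amnion genes above do not test this. Neural genes went both ways, with 2 of 9 higher and 3 lower on Day 11 and 1 higher and 4 lower on Day 26 (median −0.95, −0.53 at the bound), and the Day 11 median of 0.09 was −0.02 at a detection p under 0.05 and −0.07 for the mean of all probes. Of 5 detected placode genes, 2 were higher on Day 11 (1 at the bound), with EYA1 4.71-fold, and on Day 26 none was higher and 1 lower, SIX4 (5.53-fold). Primitive streak and mesoderm genes were detected for 4 of 11, and TBXT, the gene of the mesodermal factor brachyury, was at least 12.2-fold higher on Day 4. Of 8 endoderm genes 1 was detected, CXCR4. Of 7 melanocyte genes 3 were detected, with PMEL 7.14-fold above Day 0 on Day 8 and 2.99-fold below it on Day 26. Of 8 endothelial and blood genes 3 were detected, none of them 2-fold from Day 0 on Day 11 or Day 26.

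Of 7 p53 and senescence genes, 4 were higher on Day 11 (median 1.16) and 5 on Day 26 (3 at the bound; median 1.70, 0.99 at the bound), with the cell cycle inhibitor genes CDKN1A (11.1-fold and 30.2-fold) and CDKN2B (at least 4.13-fold and at least 10-fold). From Day 11 to Day 26, 4 of the 7 were higher and 1 lower (median 1.28), and of 23 cell cycle genes 14 were higher and none lower (median 1.04). Antigen presentation genes were higher for 5 of 8 on Day 11 (median 1.69), with TAP1 5.57-fold, and for 3, with 1 lower, on Day 26 (median 0.52). Interferon response genes were higher for 7 of 13 and lower for 1 on Day 11 (5 and 0 at the bound), with a median of 1.02, or 0.62 at the bound. On Day 26 they were higher for 3 and lower for 1 (3 and 0 at the bound), with a median of 0.44, or 0 at the bound. IFI6 was 31.4-fold higher on Day 11 and 12.3-fold higher on Day 26. Its other probe, detected on all 7 arrays, rose less, with log2 differences of 1.78 on Day 11 and 0.97 on Day 26. Stress response genes were higher for 4 of 8 on Day 11 (median 1.09), with ATF3 7.81-fold, and for 3, with 1 lower, on Day 26 (median 0.70). Of 16 cholesterol synthesis genes, 1 was higher and 1 lower on Day 11 (median −0.20), and 2 were higher on Day 26 (median 0.58).

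The genes with the largest increase on Day 26 included the imprinted RNA H19 (at least 597-fold), the transglutaminase gene TGM2 (at least 458-fold), the collagen-binding proteoglycan gene LUM (at least 309-fold), the matrix gene TGFBI (266-fold) and EPAS1 (at least 189-fold). On Day 11 they included IGFBP3 (at least 337-fold), ANXA1 (at least 303-fold) and the cardiac actin gene ACTC1 (160-fold). Of the other genes the paper names, PAX3 was detected on Days 4, 6 and 8, at log2 values of 6.46, 7.76 and 7.72, and PAX6 on no array. Reference genes had a median log2 difference of −0.40 on Day 11, when 2 of 5 were lower, HPRT1 by 4.11-fold, and of −0.37 on Day 26, when none was 2-fold from Day 0. GAPDH lay between log2 values of 12.99 (Day 11) and 13.57 (Day 1) and TBP between 8.54 (Day 26) and 8.95 (Day 1).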
